A study of Arabidopsis thaliana with 26 samples. Its data were reported in "RNA degradation by the plant RNA exosome involves both phosphorolytic and hydrolytic activities" (2017).

How the data were processed

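The 3′ extremities of 5.8S rRNA precursors were mapped by 3′ RACE-seq, an assay that ligates an adapter to the 3′ ends of RNA, amplifies a target RNA from a primer inside it and sequences across the ligation junction. After ligation the authors cut RNA of a limited size range from a gel, so long precursors were left out of all shares. RNA came from rosette leaves of pools of Arabidopsis thaliana plants. The 24 precursor libraries form 12 groups with 2 biological replicates each, and the replicates of a group came from separate growth periods. A further 2 libraries, 1 from Col-0 and 1 from rrp6L2, were made with a primer inside the mature rRNA and map the mature 3′ end. The groups and the replicate numbers were taken from the sample labels. The genes altered in the mutants were not measured by this assay, so the extent of the RRP44 knockdown could not be checked here.

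The deposited table holds a line per read, with no column of counts. For each read it gives the 3′ end position, the nucleotides added after that position, their number and the part of the read that matched the rRNA repeat. The authors had removed reads that shared both the insert and the random bases of the adapter, so the reads counted here approximate separate ligated molecules. They had then located each 3′ end by matching the last bases of the read, without mismatch, to a reference sequence of the rRNA repeat. Reads that did not match were shortened 1 nt at a time, by up to 30 nt, and the bases removed were recorded as added nucleotides. Longer additions had been kept only when they contained runs of A or of T, which removes most read errors but also long tails of mixed composition. They had also removed reads whose second added nucleotide matched the repeat, and among 264443 tailed reads ending at +4 to +118 outside +70 to +87 that nucleotide equalled the assembly in only 77. Tailed shares therefore depend on the sequence after each end, and the number of reads removed by this rule cannot be counted from the table. The paper lists, per library, the reads in which the adapter was found and the final reads. By that list every library of the Col-0 background kept a smaller part of its reads than any library of the other backgrounds. Differences in shares between backgrounds may therefore carry unequal loss of reads. The position number is a distance in nt, in which 0 is the last nucleotide of mature 5.8S rRNA and +1 the first nucleotide after it. The authors used their own scripts in python, biopython, regex and R, and stated no test for these profiles. The sizes and positions deposited by the authors were used without further filtering. All 1544158 reads of the table were assigned to 1 of the 26 libraries.

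The primer of the precursor libraries ends at +4, so reads ending at or before +4 hold no precursor sequence beyond the primer, and mature ends cannot be measured in these libraries. Because the ends are shares of the amplified molecules of a library, a change in 1 class of ends moves the shares of all others, and no share measures the amount of precursor per cell. The 20 nt that precede the ends were matched here to the TAIR10.1 assembly. Ends up to +69 lay at the distance from the mature end that their number gives, and ends from +88 on lay 1 nt farther. The 18 positions from +70 to +87 held 234 reads, against 8073 at the 18 positions before and 21271 at the 18 positions after. Reads ending there were kept in the share beyond +28, where they made up at most 0.0533% of a library, and 3 of the 18 positions passed the minimum for testing.

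From the reads, 4 shares of each library were computed: reads ending at +11 or +12, reads ending from +17 to +24, reads ending beyond +28, and tailed reads, which carry 2 or more added nucleotides. The denominator was all reads of the library. The first 2 windows had been named by the study from these same libraries, so tests on them are not independent evidence, and +28 is the last position the study plotted. The shares were compared by two-sided stratified exact permutation tests in which libraries were rearranged within each background or within each RRP41 state, with the mean over strata of the difference in percentage points as statistic. The smallest p these tests can give is 0.00154 over the 1296 arrangements within 4 backgrounds and 0.00926 over the 216 arrangements within 3 RRP41 states. A comparison of 2 with 2 libraries inside a single background cannot go below 0.333 and was given no p of its own. The p-values of the 20 share tests were adjusted together by the Benjamini-Hochberg method, with a threshold of 0.05 on the adjusted p.

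Single positions were compared with limma voom on reads counted per position, in 1 fit over all 24 precursor libraries with 12 groups, which leaves 12 residual degrees of freedom. The library size was the total of reads with no scaling factor, since the profiles are shares. Of 661 positions with a read, the 100 with at least 10 reads in at least 2 libraries were tested, in 15 contrasts, with Benjamini-Hochberg adjustment over positions and a threshold of 0.05. Log2 fold changes are given with their standard error (SE). Positions were named by a rule: the 3 with the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean share of at least 1% in a compared group and every library of a group above every library of the other (for the mean over backgrounds, means that changed the same way in every background). The most frequent end of each group was named in addition. The groups, the tests, this rule and all alternatives except 2 were fixed before the data were examined. The share beyond +28 limited to ends up to +200, and the replicate block in the added share tests, were chosen after the data had been seen.

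Libraries held 7924 to 179214 reads, with a median of 44550. The Wilson 95% interval of a share in a single precursor library extended 0.0809 to 0.894 percentage points to either side. Such intervals cover counting error only. The replicates of all 12 groups differed by more than counting error (chi-square per degree of freedom 10.4 to 147), and the correlation across positions of their shares ran from 0.748 to 0.996. The spread between replicates was therefore used in all comparisons.

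Replicates with the same number were checked for shared deviations from their group means over the 100 positions. For RRP41Pi-Cat- against RRP41WT the correlation of these deviations was 0.190 to 0.567 in the 4 pairs of groups, and for rrp6L2 against Col-0 it was 0.162 to 0.281 in 3 pairs. Replicates were grown at different times, and the labels do not say whether a number stands for the same growth period in every genotype. In these 2 comparisons the numbers were taken to pair the libraries because every correlation was above 0.1, and values with the replicate number as a block are given where they change a call.

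The permutation test was tested on simulated data: 4.80% of 1000 sets without an effect gave p at or under 0.05, and a shift of 2 SD was found in 95.1% of 1000 sets. These sets had normal values with the same SD in every library, and only the test within 4 backgrounds was simulated. For the fit over positions, replicates were simulated with independent variation at each position (coefficient of variation 0.3) around 1 profile for all groups. Of 1000 simulated positions, 200 were changed 4-fold. The mean contrast over 4 backgrounds recovered 97.0% of them and called 11 of the 800 unchanged ones. A contrast inside 1 background, simulated for Col-0 only, recovered 57.0%, or 86.3% of those with a mean share of at least 0.1%, and called 13 of the 800 unchanged ones. False calls made up 5.37% of the calls of the mean contrast and 10.2% of those of the contrast inside 1 background, above the 5% of the threshold. The real spread in Col-0 was larger than simulated at +6 (11.5% ± 9.42, SD, n = 2) and smaller at +8 (17.6% ± 2.03, SD, n = 2). These rates describe the simulated settings and need not hold for the libraries.

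The alternatives concerned the denominator, reads at or before +4, untailed reads only, the logit scale, the replicate block, wider windows, other definitions of a tail, another scaling, a fit without weights, all positions with a read, positions +4 to +28 only, fits on the compared groups alone, a minimum fold change and the removal of each library in turn. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.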

Results

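The exosome is the main 3′–5′ exoribonuclease complex of eukaryotic cells, and 5.8S rRNA is a classical substrate: it is trimmed from precursors that carry the internal transcribed spacer downstream of it. In Arabidopsis the nine-subunit core of the complex, Exo9, has a phosphorolytic activity carried by its subunit RRP41, in addition to the hydrolytic enzymes RRP44, which interacts with Exo9, and RRP6L2. The libraries address whether the activity of Exo9 takes part in the 3′ processing of 5.8S rRNA, alone or together with these enzymes and with MTR4, a nucleolar RNA helicase. Precursor ends were mapped in 4 backgrounds: wild type (Col-0), the mutant rrp6L2, rrp6L2 plants in which an artificial microRNA also lowers RRP44 (RRP44KD rrp6L2), and the mutant mtr4. Each background was present in 3 states of RRP41: with the endogenous gene, with an rrp41 null mutation complemented by the wild type protein (RRP41WT), and with the same null mutation complemented by a protein mutated in the sites that coordinate phosphate and metal ions (RRP41Pi-Cat-). The 12 precursor groups had 2 biological replicates each and 1256017 reads in all, from 7924 reads in Col-0 replicate 2 to 179214 in rrp6L2 rrp41 RRP41WT replicate 1. The 2 mature-end libraries held 146579 reads for Col-0 and 141562 for rrp6L2.

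In the TAIR10.1 assembly the 5.8S rRNA gene is annotated at AT2G01020 on chromosome 2 (5782 to 5945, plus strand) and at AT3G41979 on chromosome 3 (14199753 to 14199916, plus strand), and the ends of both copies have the same sequence. The primer of the precursor libraries, TCTGCCTGGGTGTCACAAATC, matched at 5928 to 5948 and at 14199899 to 14199919 and ends at +4. The last nucleotide of mature 5.8S rRNA, position 0, lay at 5944 and at 14199915, 1 nt upstream of the annotated ends. Positions +11 and +12 correspond to 5955 and 5956 on chromosome 2 and to 14199926 and 14199927 on chromosome 3, and the window from +17 to +24 corresponds to 5961 to 5968 and 14199932 to 14199939. On chromosome 2 no gene is annotated at these positions downstream of 5.8S, while on chromosome 3 they fall inside the annotated lncRNA AT3G06355 (14199575 to 14200076). Reads from the copies cannot be separated.

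The most frequent 3′ end differed between backgrounds. With endogenous RRP41 it was +8 in Col-0, with 17.6% ± 2.03 (SD, n = 2) of reads, +12 in rrp6L2 with 32.5% ± 2.98 (SD, n = 2), +11 in RRP44KD rrp6L2 with 28.7% ± 1.61 (SD, n = 2) and +118 in mtr4 with 38.3% ± 4.16 (SD, n = 2). In rrp6L2, +11 held a further 30.8% ± 2.04 (SD, n = 2), so that the order of +11 and +12 lay within the spread of replicates. With RRP41WT the most frequent end was +8 in the Col-0 background (17.6% ± 0.352, SD, n = 2), +11 in rrp6L2 (33.0% ± 1.47, SD, n = 2), +11 in RRP44KD rrp6L2 (30.4% ± 0.938, SD, n = 2) and +118 in mtr4 (41.4% ± 3.50, SD, n = 2). With RRP41Pi-Cat- it was +11 in rrp6L2 (27.3% ± 0.394, SD, n = 2) and in RRP44KD rrp6L2 (25.2% ± 0.0138, SD, n = 2) and +118 in mtr4 (43.8% ± 4.16, SD, n = 2). In rrp41 RRP41Pi-Cat- it was +118 with 17.6% ± 10.8 (SD, n = 2), but replicate 1 decided this rank: +118 held 25.2% of its reads and 9.90% of those of replicate 2, where +8 with 16.4% was more frequent.

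**Figure D1:**
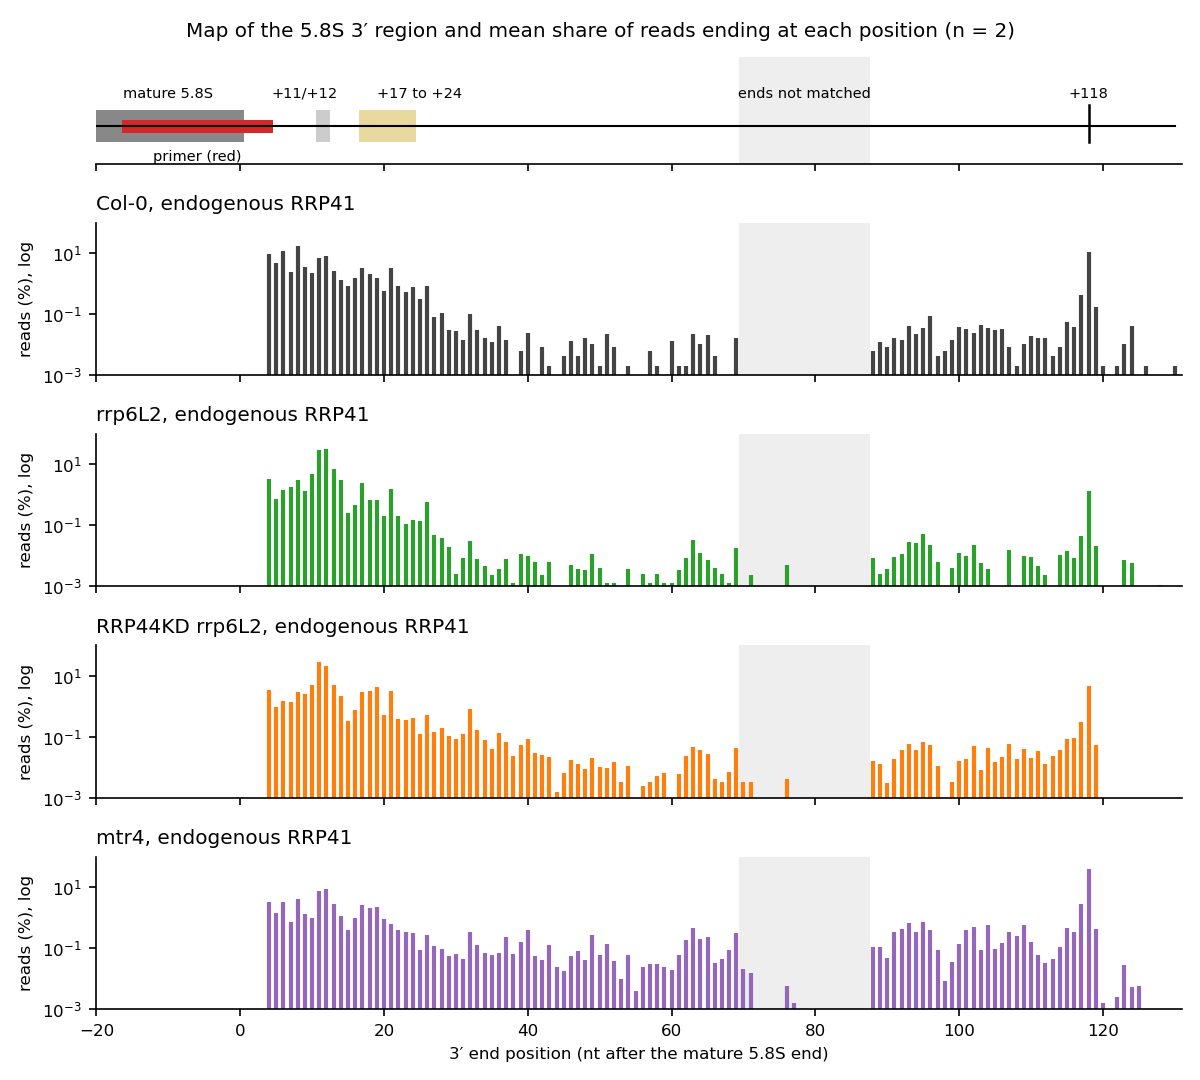
The upper strip shows the region around the mature 3′ end, with the primer, the windows +11/+12 and +17 to +24 and position +118. The panels show the mean share of reads (%, log scale) ending at each position from +4 to +130 in the 4 backgrounds with endogenous RRP41 (n = 2 libraries each). Ends at +11 and +12 stand out in rrp6L2 and RRP44KD rrp6L2 and the end at +118 in mtr4 (38.3%). Hardly any ends were matched in the shaded stretch from +70 to +87.

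The comparison of RRP41Pi-Cat- with RRP41WT inside each background asks what the activity of Exo9 changes. The share of reads ending at +11/+12 was lower with RRP41Pi-Cat-, 26.6% ± 17.4 (SD, n = 8) against 35.4% ± 21.8 (SD, n = 8), where the SD includes the differences between backgrounds. The mean difference within backgrounds was −8.83 percentage points (stratified exact permutation test, p = 0.00463, adjusted p = 0.0231). The share was lower in 4 of 4 backgrounds, by differences of −4.61 in Col-0, −13.3 in rrp6L2, −12.6 in RRP44KD rrp6L2 and −4.77 in mtr4. A lower share is not a lower amount. By northern blot the paper reported marked accumulation of this precursor when inactive RRP41 was combined with loss of RRP6L2 or lowered RRP44. Among replicate 1 libraries alone the mean difference was −8.14 points and among replicate 2 libraries −9.51 points, lower in 4 of 4 backgrounds in both. Over its alternatives on the percentage scale the difference moved most with the window +10 to +13, to −10.8 points. With the replicate number as a block, the difference was the same in an exact sign-flip test over the 8 pairs. The p of that sign-flip test, 0.00781, was the smallest that 8 pairs allow, but its adjusted p over the family was 0.0625, above the threshold. The adjusted value was set by sign-flip tests over 6 pairs, which cannot go below 0.0312. The share ending from +17 to +24 was higher with RRP41Pi-Cat-, 17.7% ± 6.49 (SD, n = 8) against 10.2% ± 3.65 (SD, n = 8), with a mean difference of 7.52 points (stratified exact permutation test, p = 0.0108, adjusted p = 0.0240). The means were higher in 4 of 4 backgrounds, by 0.353 points in Col-0, 16.1 in rrp6L2, 10.2 in RRP44KD rrp6L2 and 3.47 in mtr4. The difference in Col-0 was smaller than the spread of replicates there (SD 1.98 and 4.79). The mean difference was 6.68 points among replicate 1 libraries and 8.36 among replicate 2 libraries, where 1 of 4 backgrounds was lower. Leaving out rrp41 RRP41WT replicate 1 gave 6.68 points with an adjusted p of 0.0505, and the block by replicate number gave an adjusted p of 0.0625. In rrp6L2 the +17 to +24 share was 22.2% ± 5.94 (SD, n = 2) with RRP41Pi-Cat- and 6.17% ± 2.58 (SD, n = 2) with RRP41WT. Neither the share beyond +28 nor the tailed share differed by more than chance between RRP41Pi-Cat- and RRP41WT: the differences were 2.08 points (exact permutation p = 0.378) and 3.24 points (exact permutation p = 0.218), each higher in 3 of 4 backgrounds.

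**Figure D2:**
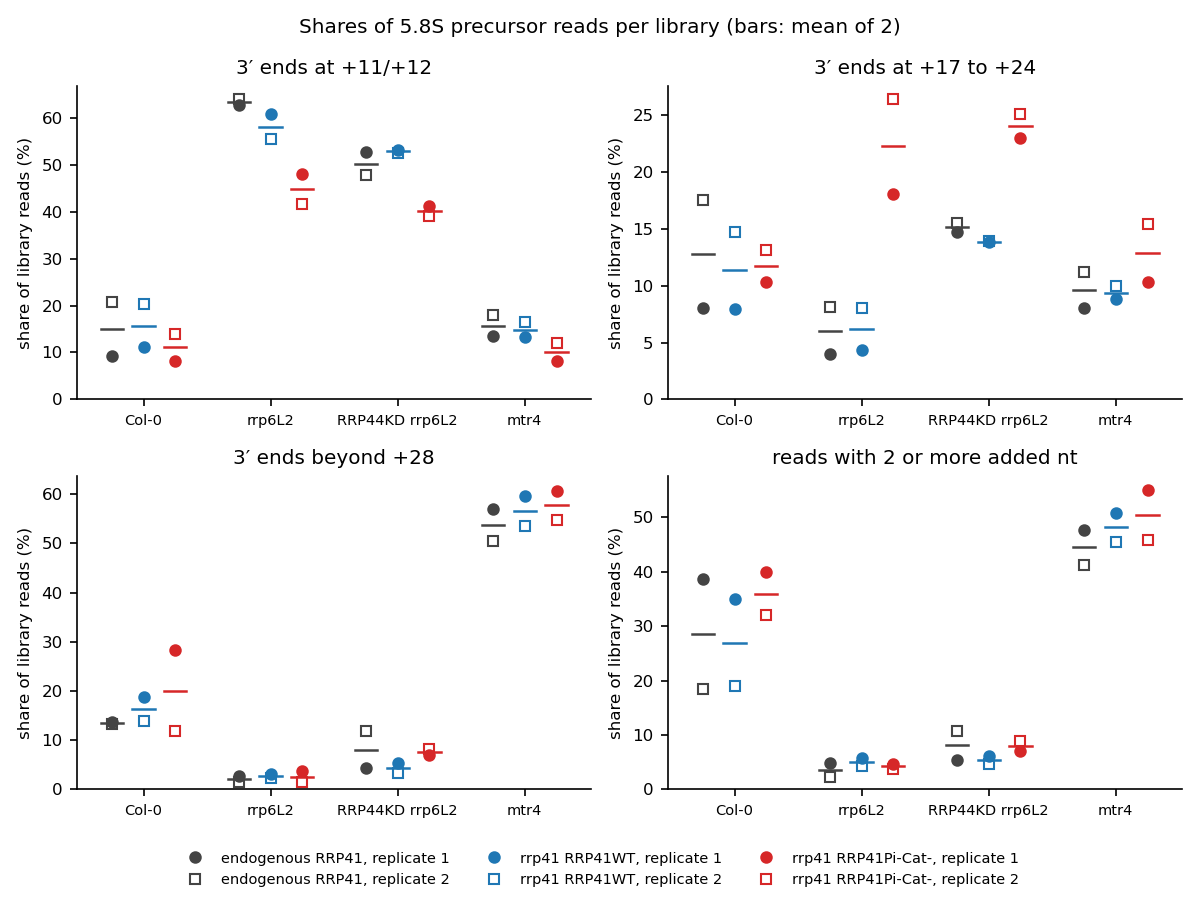
Each panel plots 1 of the 4 shares (% of all reads of a library) for the 12 precursor groups, with filled points for replicate 1, open squares for replicate 2 and a bar at their mean, by background and RRP41 state. The +11/+12 share averaged 55.4% in the rrp6L2 background and 14.0% in the Col-0 background, and the share beyond +28 averaged 56.0% in mtr4.

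Among single positions, 5 of 100 had an adjusted p under 0.05 for RRP41Pi-Cat- against RRP41WT as a mean over the 4 backgrounds, 4 higher and 1 lower. The count depended on the fit: with the replicate number as a block it was 16, among them all 5. Position +17 was higher, with 6.17% ± 2.85 (SD, n = 8) against 2.72% ± 0.566 (SD, n = 8) and a log2 fold change of 1.08 (SE 0.22, limma voom, adjusted p = 0.00154). Position +19 was higher by a log2 fold change of 0.76 (SE 0.20, adjusted p = 0.0221) and +12 changed by −0.74 (SE 0.21, adjusted p = 0.0310), and these calls were lost in 7 and 11 of the 16 fits that each left out 1 library. The other called positions, +31 and +48, fall outside the naming rule because of their low shares and were singled out after their values had been seen. Median-of-ratios scaling shifted the log2 fold changes of this contrast by −0.42, and relative to that shift 1 position was higher and 5 were lower. Within single backgrounds, 8 positions were called in rrp6L2, all higher and all from +16 to +27, 1 in RRP44KD rrp6L2 (+48, higher), 0 in Col-0 and 0 in mtr4, where 7 and 2 positions had an unadjusted p under 0.05. In rrp6L2, +17 rose from 2.20% ± 0.341 (SD, n = 2) with RRP41WT to 9.99% ± 0.814 (SD, n = 2) with RRP41Pi-Cat-, a log2 fold change of 2.22 (SE 0.41, adjusted p = 0.000763). Position +16 rose by 1.92 (SE 0.49, adjusted p = 0.0188). Position +21 rose by 2.13 (SE 0.65, adjusted p = 0.0325), but its replicates were far apart, with 4.95% ± 3.51 (SD, n = 2) against 1.40% ± 1.19 (SD, n = 2), and without 1 library the value ran from 0.93 to 2.95. Under median-of-ratios scaling, which shifted the log2 fold changes in rrp6L2 by −0.65, 0 positions were called there and 19 had an unadjusted p under 0.05. The difference in the RRP41Pi-Cat- effect between a mutant background and Col-0 was tested directly. It reached an adjusted p under 0.05 at 0 positions for rrp6L2, for RRP44KD rrp6L2 and for mtr4, with 15, 4 and 2 positions at an unadjusted p under 0.05, so the positions called in rrp6L2 were not shown to differ from Col-0. With the replicate block the count for rrp6L2 was 5.

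**Figure D3:**
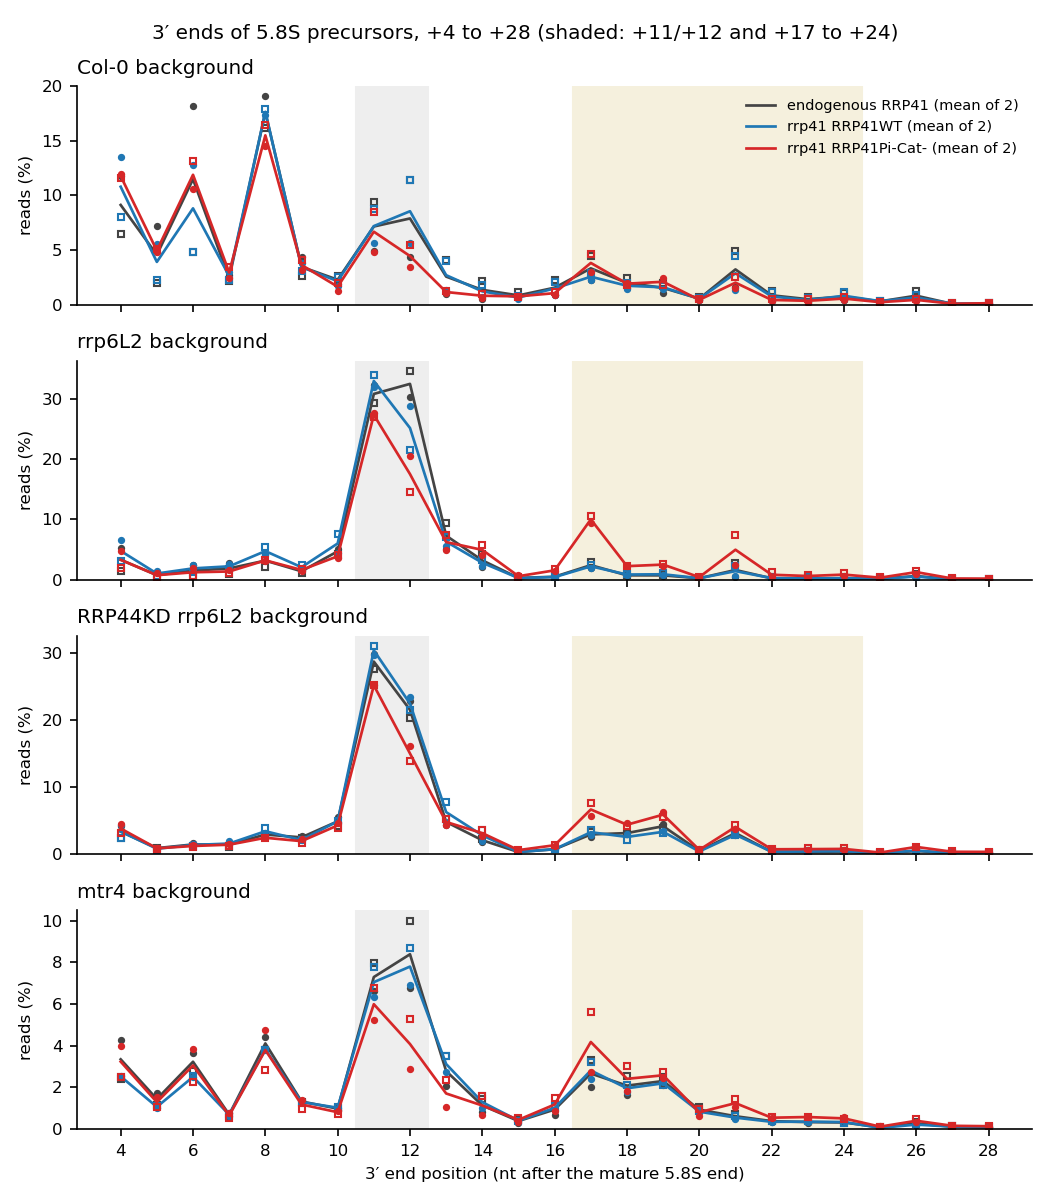
Each panel plots, for a background, the share of reads (%) ending at each position from +4 to +28, with a line at the mean of 2 libraries for each RRP41 state, filled points for replicate 1 and open squares for replicate 2; axes differ between panels. The profiles of rrp6L2 and RRP44KD rrp6L2 peak at +11 and +12, and with RRP41Pi-Cat- in rrp6L2 position +17 reaches 9.99%.

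The comparison of RRP41WT with endogenous RRP41 asks whether the transgene gives the profile of the native gene. No share differed by more than chance: the differences were −0.677 points at +11/+12 (exact permutation p = 0.716), −0.702 points from +17 to +24 (exact permutation p = 0.565), 0.573 points beyond +28 (exact permutation p = 0.704) and 0.187 points for tails (exact permutation p = 0.932), over 8 against 8 libraries. The mean at +11/+12 hides both directions: 0.697 points in Col-0, −5.18 in rrp6L2, 2.61 in RRP44KD rrp6L2 and −0.836 in mtr4. In rrp6L2 each RRP41WT library lay below each library with endogenous RRP41. No position had an adjusted p under 0.05 in any of the 4 backgrounds (0, 0, 0 and 0), and 3, 10, 1 and 2 had an unadjusted p under 0.05 in Col-0, rrp6L2, RRP44KD rrp6L2 and mtr4.

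Loss of RRP6L2 was compared with Col-0 within each RRP41 state. The +11/+12 share was 55.4% ± 8.92 (SD, n = 6) in the rrp6L2 background and 14.0% ± 5.44 (SD, n = 6) in the Col-0 background, which gave a difference of 41.5 points in the same direction in 3 of 3 RRP41 states (exact permutation p = 0.00926, the smallest possible, adjusted p = 0.0231). The share beyond +28 changed by −14.2 points, to 2.47% ± 0.932 (SD, n = 6) from 16.6% ± 6.20 (SD, n = 6). The tailed share changed by −26.2 points, to 4.30% ± 1.17 (SD, n = 6) from 30.5% ± 9.54 (SD, n = 6). Both were lower in 3 of 3 states with the same p-values. Replicate 1 and replicate 2 libraries alone gave 47.6 and 35.4 points at +11/+12, −17.0 and −11.3 beyond +28, and −32.7 and −19.7 for tails. With the replicate block these 3 differences had p = 0.0312 in an exact sign-flip test, the smallest that 6 pairs allow, and an adjusted p of 0.0625. The +17 to +24 share did not differ (−0.460 points, exact permutation p = 0.917). Its direction was not the same in the 3 states, with −6.75 points for endogenous RRP41, −5.18 for RRP41WT and 10.5 for RRP41Pi-Cat-. With endogenous RRP41, 29 positions were called, 4 higher and 25 lower, and the 4 higher ones were +11 to +14. A fit on the compared groups alone called 0 higher and 9 lower. Position +118 fell by 3.16 on the log2 scale (SE 0.63, adjusted p = 0.000577), from 11.2% ± 1.24 (SD, n = 2) to 1.32% ± 0.514 (SD, n = 2). Positions +6 and +5 fell by 3.15 (SE 0.64, adjusted p = 0.000617) and by 2.91 (SE 0.68, adjusted p = 0.00239), but in Col-0 their replicates were far apart, with 11.5% ± 9.42 (SD, n = 2) at +6. Without 1 library the log2 fold change ran from −4.16 to −2.06 at +6 and from −4.06 to −1.72 at +5. Median-of-ratios scaling shifted these log2 fold changes by 1.25 and left 7 calls, 5 higher and 2 lower, so the excess of lower positions holds for shares of reads and not relative to the typical position.

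The effect of RRP44 down-regulation was measured on top of the loss of RRP6L2. The +11/+12 share was lower in the RRP44KD rrp6L2 background, 47.7% ± 6.20 (SD, n = 6) against 55.4% ± 8.92 (SD, n = 6), a difference of −7.70 points (exact permutation p = 0.00926, adjusted p = 0.0231) found in 3 of 3 RRP41 states. Among reads ending at +4 to +28 the difference was −5.74 points with an adjusted p of 0.0673. It lost the threshold in 3 of the 12 fits that each left out 1 library, among them −7.35 points without RRP44KD rrp6L2 rrp41 RRP41Pi-Cat- replicate 2 (adjusted p = 0.0741). The share beyond +28 was higher, 6.67% ± 3.10 (SD, n = 6) against 2.47% ± 0.932 (SD, n = 6), by 4.20 points (exact permutation p = 0.00926, adjusted p = 0.0231) in 3 of 3 states. Without rrp6L2 replicate 1 or 2 the differences of 4.38 and 4.02 points had an adjusted p of 0.0926. A block by replicate number gave the +11/+12 and beyond +28 differences an adjusted p of 0.0625 (exact sign-flip test). The +17 to +24 share was higher by 6.19 points and the tailed share by 2.85 points, each in 3 of 3 states, and both missed the threshold (exact permutation p = 0.0278, adjusted p = 0.0505). With endogenous RRP41, 32 positions were called, 31 higher and 1 lower, of which 16 higher ones lay from +29 to +60. Position +19 rose from 0.694% ± 0.0742 (SD, n = 2) to 4.18% ± 0.460 (SD, n = 2), a log2 fold change of 2.60 (SE 0.40, adjusted p = 2.95e-05). Position +18 rose by 2.19 (SE 0.43, adjusted p = 0.000302). Median-of-ratios scaling shifted these log2 fold changes by −1.25 and gave 20 calls, 14 higher and 6 lower.

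Loss of MTR4 was compared with Col-0 in the same way. The share beyond +28 was 56.0% ± 3.84 (SD, n = 6) in the mtr4 background and 16.6% ± 6.20 (SD, n = 6) in the Col-0 background, higher by 39.4 points in 3 of 3 RRP41 states (exact permutation p = 0.00926, the smallest possible, adjusted p = 0.0231). The tailed share was 47.7% ± 4.72 (SD, n = 6) against 30.5% ± 9.54 (SD, n = 6), a difference of 17.2 points with the same p-values. Without mtr4 replicate 1 it was 16.1 points with an adjusted p of 0.0505. A block by replicate number gave the beyond +28 and tailed differences an adjusted p of 0.0625 (exact sign-flip test). Among reads ending at +4 to +28 the tailed share was lower in mtr4, with a difference of −8.59 points (adjusted p = 0.0926). Neither the +11/+12 share (−0.445 points, exact permutation p = 0.861) nor the +17 to +24 share (−1.32 points, exact permutation p = 0.565) differed over all reads. Within +4 to +28 both were higher in mtr4, by 13.9 points (adjusted p = 0.0231) and 9.89 points (adjusted p = 0.0370). With endogenous RRP41, 69 positions were called, 59 higher and 10 lower, and all 59 higher ones lay between +29 and +130. Position +117 rose by 2.86 on the log2 scale (SE 0.62, adjusted p = 0.000340), from 0.413% ± 0.129 (SD, n = 2) to 2.89% ± 0.0151 (SD, n = 2). Position +8 fell by 2.12 (SE 0.37, adjusted p = 3.93e-05), from 17.6% ± 2.03 (SD, n = 2) to 4.11% ± 0.467 (SD, n = 2), and +21 fell by 2.09 (SE 0.74, adjusted p = 0.0177), from 3.23% ± 2.32 (SD, n = 2) to 0.616% ± 0.148 (SD, n = 2). Without 1 library the log2 fold change of +21 ran from −2.99 (without Col-0 replicate 1) to −1.38. The calls include +70 and +71, in the stretch where hardly any ends were matched.

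Most reads beyond +28 in mtr4 ended at a single position, +118, at 6063 on chromosome 2 and 14200034 on chromosome 3, inside the second internal transcribed spacer and after the sequence GAGCGTACCGACATGCGGTG. Over the 6 libraries of each background, +118 held 41.2% ± 3.93 (SD, n = 6) of reads in mtr4 and 14.1% ± 6.03 (SD, n = 6) in Col-0. It held 3.41% ± 2.32 (SD, n = 6) in RRP44KD rrp6L2 and 1.32% ± 0.518 (SD, n = 6) in rrp6L2. All other ends beyond +28 together held 14.9% in mtr4, 2.49% in Col-0, 3.26% in RRP44KD rrp6L2 and 1.15% in rrp6L2. Of the reads ending at +118, 89.1% ± 2.21 (SD, n = 6) carried a tail of 2 or more nucleotides in mtr4 and 74.6% ± 11.3 (SD, n = 6) in Col-0. The tailed part was 81.1% ± 5.52 (SD, n = 6) in RRP44KD rrp6L2 and 67.4% ± 7.13 (SD, n = 6) in rrp6L2. Per library, A made up 94.2% to 97.8% of the nucleotides in these tails. The median tail length of a library was 10 to 11 nt in mtr4, 8 to 12 nt in Col-0, 12 to 13 nt in RRP44KD rrp6L2 and 5 to 12 nt in rrp6L2, where the site held 5638 reads in all against 157374 in mtr4. The authors kept long tails only where these held runs of A or T, and recorded at most 30 added nt, so the composition and the upper end of the lengths carry that selection. They had also removed reads whose second added nucleotide matched the repeat. The second nucleotide after +118 is T, so tails with U in second place were removed at this site.

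**Figure D4:**
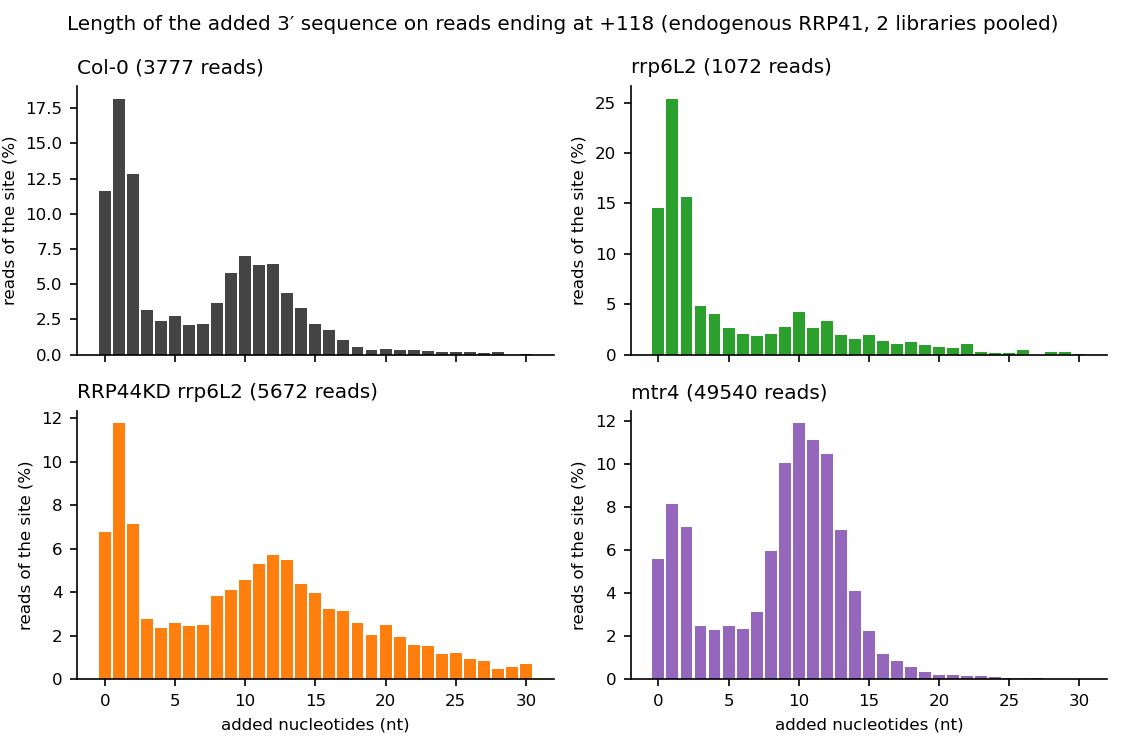
The panels plot the percentage of reads ending at +118 that carry each number of added nucleotides, for the 4 backgrounds with endogenous RRP41, with the reads of both replicates pooled and an axis per panel. In mtr4 the most frequent length of 3 nt or more was 10 nt, with 11.9% of the reads at the site.

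The mature-end libraries had no replicate, so their differences compare 2 libraries. In Col-0, 98.6% of 146579 reads ended at position 0 (Wilson 95% interval 98.5% to 98.6%), and in rrp6L2 89.7% of 141562 reads did (89.6% to 89.9%). Ends at +11/+12 made up 0.00819% of reads in Col-0 (12 reads, interval 0.00468% to 0.0143%) and 0.309% in rrp6L2 (437 reads, interval 0.281% to 0.339%). Tails of 2 or more nucleotides were found on 0.170% of reads in Col-0 and 0.182% in rrp6L2. Counted within 1 nt of position 0, the shares were 99.6% and 96.5%.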

Values the study reported

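The study reported that 98.6% of the reads from mature 5.8S rRNA in Col-0 lay 1 nt upstream of the annotated 3′ end. It described the shortest precursor in rrp6L2 as extended by 11/12 nt. Precursors extended by 17–24 nt were described as slightly more abundant when RRP41 lacked its activity. By northern blot, the shortest precursor was reported to accumulate markedly when RRP41 lacked its activity and RRP6L2 was lost or RRP44 was lowered. The forward primer used for precursors ended 4 nt after the mature 3′ end.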

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

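In this part, the tests on read errors at shortened mature ends and on a sequence variant behind the U tails were chosen after the result had been seen, and the other tests before. No group of the series held 4 or more libraries, so no single library was tested against the others of its group. Among the 20 share results, 0 of 84 pairs of strata moved in opposite directions in every library. Opposite directions of means alone were not counted. The +17 to +24 share of rrp6L2 against Col-0 differed by −6.75, −5.18 and 10.5 points with endogenous RRP41, RRP41WT and RRP41Pi-Cat-. With endogenous RRP41 its libraries overlapped narrowly, with 8.10% in rrp6L2 replicate 2 and 8.06% in Col-0 replicate 1. The 3 tests of a different RRP41Pi-Cat- effect called 0 positions each (15, 4 and 2 at an unadjusted p under 0.05). A block by replicate number changed the count for rrp6L2 to 5, all higher, and left the others at 0.

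The mature-end libraries, which enter none of the replicated comparisons, held a signal above the Col-0 control. In rrp6L2, 9.01% of reads (12751 of 141562, Wilson 95% interval 8.86% to 9.16%) ended 1 to 3 nt before position 0, against 0.664% in Col-0 (interval 0.624% to 0.707%). Of all rrp6L2 reads, 6.29% were 1 nt short, 2.21% were 2 nt short and 0.506% were 3 nt short. Misread last bases would be recorded as added nucleotides after a shortened match, yet 95.8% of the shortened reads (12214 of 12751) carried no added nucleotide, which argues against read errors. The depths of the libraries were similar, 146579 and 141562 reads. With 1 library per genotype, a difference in RNA integrity or between library preparations cannot be separated from the genotype and was not tested. The loss of RRP6L2 itself stays among the open explanations, also untested.

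Tails made only of U were not part of the comparisons and were above the control in mtr4. They were carried, with 2 or more nt, by 0.951% ± 0.186 (SD, n = 6) of reads in the mtr4 background and by 0.319% ± 0.215 (SD, n = 6) in the Col-0 background. Each of the 6 mtr4 libraries (0.728% to 1.24%) lay above each of the 6 Col-0 libraries (0.134% to 0.643%). The difference was 0.631 points in 3 of 3 RRP41 states (exact permutation p = 0.00926, adjusted p = 0.0162 over 7 added share tests). The RRP44KD rrp6L2 background had 0.676% ± 0.157 (SD, n = 6). The rrp6L2 background had 0.382% ± 0.357 (SD, n = 6), with a range of 0.121% to 1.07% that reaches into that of mtr4. Read errors would give runs of C or of G as well, but in mtr4 the 1106 U-only tails of 3 or more nt were 35.7 times as many as the C-only and G-only ones together (31 and 0). The order was the same for tails of 3 to 6 nt, where runs of A or T played no part in what the authors kept (962, 31 and 0). U-only tails of 2 nt were not compared with C-only and G-only ones, so read errors stay open for them. A sequence variant would place these reads before a single position, while the 3684 U-only tailed reads of the mtr4 background ended at 58 positions, with at most 11.8% at one of them. Tails of U were removed by the authors where the second nucleotide after the end is T, which holds for the ends of 59.5% ± 3.35 (SD, n = 6) of reads in mtr4 and 42.2% ± 4.74 (SD, n = 6) in the Col-0 background. How this changed the shares of U tails cannot be computed, since the reads removed are not in the table. A larger share of ends beyond +28 in mtr4 may account for part of the difference: among reads ending at +4 to +28 it was 0.231 points (exact permutation p = 0.130), higher in 3 of 3 states. This neither removes nor keeps the difference beyond the spread of libraries, so more distal ends and more uridylation of each class of ends cannot be told apart.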

How the results depend on the processing

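The alternative definition of the share beyond +28 (ends up to +200 only) was chosen after the data had been seen and changed no call or direction. The replicate block in the added share tests was too. Its values stand beside the tests where the numbers were taken to pair libraries. For U-only tails in mtr4 it gave an adjusted p of 0.0438 over all reads and 0.219 over reads ending at +4 to +28. Apart from the fits that left out 1 library, 185 values of the comparisons stayed on their side of the threshold, kept their direction or moved within their spread, while 36 counts or shares moved. Of the share differences, 7 reversed, 11 lost and 2 gained an adjusted p under 0.05. The cause of a change was not tested unless stated.

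The +11/+12 and beyond +28 differences between rrp6L2 and Col-0 kept their direction under every alternative run, and their adjusted p was 0.0206 to 0.0412 in all fits without the replicate block, those without 1 library included. The size of the differences beyond +28 depended on tails: with untailed reads only they were −3.40 points for rrp6L2, 1.25 for RRP44KD and 16.5 for mtr4, against −14.2, 4.20 and 39.4. Several differences depended on the denominator, and ends beyond +28 take 56.0% of reads in mtr4. Among reads ending at +4 to +28, the mtr4 differences reversed to 13.9 points at +11/+12 (adjusted p = 0.0231), 9.89 points from +17 to +24 (adjusted p = 0.0370) and −8.59 points for tails (adjusted p = 0.0926). The tail difference of RRP41WT against endogenous RRP41 reversed to −1.29 points. RRP44KD rrp6L2 against rrp6L2 gave −5.74 points at +11/+12 (adjusted p = 0.0673) and 7.25 points from +17 to +24 (adjusted p = 0.0370). With untailed reads only, mtr4 again reversed, to 8.58 points at +11/+12 (adjusted p = 0.0412) and 3.32 points from +17 to +24 (adjusted p = 0.265). The share beyond +28 of RRP41WT against endogenous RRP41 reversed to −0.555 points. RRP44KD at +11/+12 gave −5.54 points (adjusted p = 0.0617). Counting 1 or more added nucleotides brought the RRP44KD tail difference from 2.85 to 4.76 points (adjusted p = 0.0206), while it was 1.03 points for tails of A only (adjusted p = 0.269) and 0.303 points among reads ending at +4 to +28 (adjusted p = 0.637).

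With the replicate number as a block, the 9 share differences with an adjusted p under 0.05 all had an adjusted p of 0.0625 at unchanged size. They were −8.83 and 7.52 points for RRP41Pi-Cat- (+11/+12 and +17 to +24) and 41.5, −14.2 and −26.2 for rrp6L2 (+11/+12, beyond +28 and tails). The others were −7.70 and 4.20 for RRP44KD (+11/+12 and beyond +28) and 39.4 and 17.2 for mtr4 (beyond +28 and tails). The sign-flip test over 6 pairs cannot give less than 0.0312, and 7 of the 9 differences were at that value. Among the 7 added share tests, a sign-flip p at that value had an adjusted p of 0.0438, so the number of tests also decided these calls. In the fit over positions the block raised the count for RRP41Pi-Cat- over the 4 backgrounds from 5 to 16 and the count of positions with a different effect in rrp6L2 than in Col-0 from 0 to 5. It moved no other count by over 1.5 times. The same check of shared deviations gave correlations of 0.0630 to 0.479 for RRP41WT against endogenous RRP41, 0.0577 to 0.323 for RRP44KD rrp6L2 against rrp6L2 and 0.00329 to 0.188 for mtr4 against Col-0. In these comparisons the lowest correlation was under 0.1, so the numbers were not taken to pair the libraries. A replicate effect across groups is not excluded: the share ending at +4 to +9 was lower in replicate 2 in 10 of 12 groups.

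Counts of positions moved under several settings. For RRP41Pi-Cat- against RRP41WT in rrp6L2 the 8 positions became 4 without weights (limma-trend), 4 with all positions that held a read, 3 with only the compared groups in the fit and 0 with median-of-ratios scaling (19 at an unadjusted p under 0.05). The single position of RRP44KD rrp6L2 became 0 under that scaling, without weights, with all positions and with untailed reads only (3, 5, 7 and 11 at an unadjusted p under 0.05) and 4 with only the compared groups. It is +48, outside the window +4 to +28, so the 0 of that fit (5 at an unadjusted p under 0.05) says nothing about it. In Col-0 the count of 0 became 1 without weights. Over the 4 backgrounds the 5 positions became 3 without weights, 2 with all positions, 9 with +4 to +28 only and 3 with an absolute log2 fold change of at least 1. For a different effect in rrp6L2 than in Col-0, the window +4 to +28 gave 1. For RRP41WT against endogenous RRP41 the counts of 0 became 2 in Col-0 without weights, 1 in rrp6L2 without weights, under median-of-ratios scaling and with untailed reads only, and 1 in mtr4 with only the compared groups.

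Between backgrounds, the 29 positions of rrp6L2 against Col-0 became 7 under median-of-ratios scaling, 19 with +4 to +28 only and 9 with only the compared groups. Those 9 were all lower, so the 4 higher calls at +11 to +14 were lost in that fit. The 32 of RRP44KD rrp6L2 against rrp6L2 became 20, 6 and 14 under the same 3 settings. Inside +4 to +28 the fit limited to that window called more positions than the main fit in both contrasts. The main fit had called 5, 4 and 6 for rrp6L2 at +4 to +10, +11 to +14 and +15 to +28, and 0, 0 and 5 for RRP44KD. The 69 of mtr4 against Col-0 became 6 with +4 to +28 only, where 25 positions remain to be tested. The direction changed there as well, from 0 higher and 9 lower to 5 higher and 1 lower, with 1 call shared. Median-of-ratios scaling shifted the log2 fold changes by 1.25, −1.25 and −0.32 in these 3 contrasts. With all positions the counts rose to 544 for rrp6L2 and 563 for mtr4, of which 440 and 435 had no read in either group compared. Of the named positions, 79 values outside the fits that left out a library kept their call and 17 lost it, 9 of them under median-of-ratios scaling. None reversed.

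Mature ends counted within 1 nt of position 0 were 99.6% in Col-0 and 96.5% in rrp6L2, and 99.1% and 90.3% among untailed reads, against 98.6% and 89.7%.

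Across the fits that each left out 1 library, the called share differences for rrp6L2 stayed between 39.5 and 43.4 points at +11/+12, −16.9 and −11.4 beyond +28, and −29.6 and −22.9 for tails. Those for mtr4 beyond +28 stayed between 36.7 and 42.2 and those for RRP41Pi-Cat- at +11/+12 between −9.95 and −7.71. Each kept the threshold. The mtr4 tail difference ran from 13.8 to 20.6 and missed the threshold without mtr4 replicate 1 (16.1) or mtr4 rrp41 RRP41WT replicate 1 (16.3). RRP41Pi-Cat- from +17 to +24 ran from 6.47 to 8.57 and missed it without rrp41 RRP41WT replicate 1. For RRP44KD the ranges were −8.79 to −6.61 at +11/+12 (3 fits missed it) and 2.95 to 5.45 beyond +28 (2 missed it). They were 4.79 to 7.59 from +17 to +24 (1 passed it, without rrp6L2 rrp41 RRP41Pi-Cat- replicate 2) and 1.96 to 3.74 for tails (2 passed it). The RRP41Pi-Cat- differences that were not called kept their sign, from 0.0163 to 4.15 beyond +28 and from 1.26 to 5.22 for tails. Other differences near 0 changed sign. RRP41WT against endogenous RRP41 ran from −2.12 to 0.767 at +11/+12, −1.88 to 0.478 from +17 to +24, −0.363 to 1.51 beyond +28 and −2.35 to 2.72 for tails. The mtr4 differences ran from −2.37 to 1.48 at +11/+12 and −2.89 to 0.255 from +17 to +24, and that for rrp6L2 from −2.03 to 1.11 from +17 to +24. The count of positions for RRP41Pi-Cat- over the 4 backgrounds ran from 2 to 13 over 16 fits, with 13 without rrp6L2 rrp41 RRP41WT replicate 2 and 11 without rrp41 RRP41WT replicate 2. In contrasts of 2 with 2 libraries no call was made against a single library, and only directions were compared. All 8, 1, 29, 32 and 69 called positions kept their direction. Depth limits the rare ends most: the simulated contrast inside the Col-0 background found 57.0% of the changed positions, so a count of 0 there does not show that no position changed. The Col-0 background has the smallest libraries, and contrasts inside the other backgrounds were not simulated, so their counts of 0 leave this open too.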

Other observations

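In this part, the tests on dilution behind the tailed, +11/+12 and +17 to +24 shares were chosen before their results had been seen, and all others after. Their values with the replicate number as a block are given for the comparisons in which the numbers were taken to pair libraries.

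For the positions called for RRP41Pi-Cat- against RRP41WT over the 4 backgrounds, 2 of 100 splits of the 16 libraries, drawn within backgrounds out of 648 and with the real one included, gave 5 or more positions. The other one gave 14 and 98 gave 0. That split followed the replicate number in 2 of the 4 backgrounds. Among the 26 drawn splits that, like the real one, part every pair of same-numbered libraries, only the real one gave as many.

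Because shares of a library sum to a fixed total, a large class of ends can move the others. The smaller tailed share of the rrp6L2 background may come from the many untailed reads ending at +10 to +13, which the reads ending elsewhere can test. Among these the difference was still −23.4 points (12.8% against 36.2%, exact permutation p = 0.00926, adjusted p = 0.0162, lower in 3 of 3 states). The smaller share beyond +28 stayed lower in the same way, with −12.3 points (exact permutation p = 0.00926, adjusted p = 0.0162, 3 of 3 states). For RRP41Pi-Cat-, the +11/+12 share among reads ending outside +17 to +24 still differed by −5.70 points (exact permutation p = 0.00926, adjusted p = 0.0162, lower in 4 of 4 backgrounds). The +17 to +24 share among reads ending outside +11/+12 differed by 9.79 points (exact permutation p = 0.0185, adjusted p = 0.0252, higher in 3 of 4 backgrounds). With the replicate block each of the 4 had an adjusted p of 0.0438 (exact sign-flip test). These values argue against dilution by that class alone as the whole cause of any of the 4 differences. A change in RNA amounts of either class stays open here, since this assay measures no amount per cell. The paper's northern blot showed a marked accumulation of the +11/+12 precursor when inactive RRP41 was combined with loss of RRP6L2 or lowered RRP44.

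The tails kept at +118 were nearly all A, and A encoded after the site would look the same. The assembly holds 0 A among the 3 nt after the site (next 10 nt GTGAACTTGA), so the first added nucleotides were not read from the template, which the matching of reads to the repeat already implies. The tailed share of the reads ending there was higher with RRP41Pi-Cat- than with RRP41WT, 83.8% ± 7.08 (SD, n = 8) against 77.6% ± 9.52 (SD, n = 8). The difference was 6.23 points, higher in 3 of 4 backgrounds (exact permutation p = 0.0216, adjusted p = 0.0252 over 7 added tests). With the replicate block the exact sign-flip test over 8 pairs gave p = 0.0469 and an adjusted p of 0.0547, so the call was lost. More tailing of ends left by an inactive RRP41 and the spread between replicates cannot be told apart here, because the call depends on the pairing of the libraries.

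Tails were also frequent at +5 and +6. In the Col-0 background 74.1% ± 4.29 (SD, n = 6) of reads ending at +6 and 52.8% ± 6.02 (SD, n = 6) of those at +5 carried 2 or more added nucleotides. The values were 11.4% ± 2.78 (SD, n = 6) at +4, 22.3% ± 4.58 (SD, n = 6) at +7, 1.12% ± 0.625 (SD, n = 6) at +11 and 0.356% ± 0.224 (SD, n = 6) at +12. At +6 the share was 80.9% ± 3.33 (SD, n = 6) in mtr4 and 69.6% ± 3.52 (SD, n = 6) in rrp6L2. The authors' removal of reads whose second added nucleotide matched the repeat acts differently at each position. No explanation was tested.

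Reads ending at +4 to +9 were less frequent in replicate 2 in 10 of 12 groups, with 18.6% ± 15.0 (SD, n = 12) against 25.2% ± 18.7 (SD, n = 12) in replicate 1. The mean difference was −6.64 points (exact sign-flip test, p = 0.0107). Library size is a possible explanation, because replicate 2 was the smaller library in most groups. In 3 of the 3 groups with a larger replicate 2 library the share was lower there as well. So few groups cannot exclude library size, since most groups were lower in replicate 2 anyway. Library size, growth period and library preparation stay open. No biological explanation was tested.

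Hardly any reads ended from +70 to +87, 234 at 18 positions. A 1 nt difference between the repeat sequence used by the authors for matching and that of the plants is a candidate explanation. The authors' repeat sequence was not compared directly here. The last 20 nt of reads placed 1 nt farther on the assembly from +88 on than up to +69, and reads ending on an extra nucleotide would be recorded at +69 with that nucleotide added. Of the 1418 reads at +69, 1073 (75.7%) had a single added nucleotide, and 99.2% of these were the next nucleotide of the assembly. Ends in this stretch would then be lost, which would lower the share beyond +28. Of the 18 positions 3 were tested, and the 2 calls there (+70 and +71, higher in mtr4 than in Col-0), like the absence of calls, cannot be read as RNA biology.

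Reads ending beyond +200 numbered 1298 (0.103% of precursor reads, 0.0345% to 0.960% per library), 340 of them at +3563. Of these reads, 44.2% (574) began with the primer although no matched part was longer than 91 nt, which is consistent with priming on other rRNA in place of the precursor. Position +3563, called lower in mtr4 than in Col-0, belongs to them. A precursor reaching +3563 would also exceed the RNA sizes that the authors cut from the gel.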
